A study of Homo sapiens with 15 samples. Its data were reported in "Chronic IL-1 Exposure Attenuates IL-1 Response and Alters Gene Expression Regulation While Maintaining Therapeutic Sensitivity in BCa Cell Lines" (2026).

How the data were processed

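Chromatin immunoprecipitation sequencing (ChIP-seq) was done on MCF71, a parental line of MCF7 human breast cancer cells grown with PBS vehicle, and on MCas1 and MCbs1, sublines made by growing MCF7 cells with the inflammatory cytokine IL-1α (MCas1) or IL-1β (MCbs1) at 0.5 ng/mL for 6 months and then without IL-1. All cells were collected in normal medium at 80% confluence. The series holds 15 samples, of which 12 are ChIP libraries with a peak list and 3 are input libraries that were not analysed here. The 12 ChIP libraries cover 4 histone marks in each of 3 lines, with 1 library per line and mark. Chromatin was fixed in 1% formaldehyde and sheared to 200 to 600 bp, and paired reads of 50 bp were sequenced.

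Per the submitters' processing notes and the study's methods, reads were checked with FastQC 0.12.1, trimmed with fastp, aligned to GRCh38 with BWA 0.7.19, sorted and assessed with SAMtools 1.21, and marked for duplicates with Picard 3.4.0, and MACS2 2.2.6 called peaks. The authors deposited 1 list per library, and replicates were not pooled since there were none. The ratio given for each peak is its fold enrichment over the local background, as the authors deposited it. The strength of each peak is the authors' −log10 p and −log10 q against that background. The lowest −log10 p lay just above 5 in every list. Which MACS2 settings and which control were used is not given in the sources used here. Fold enrichments come from libraries of unequal quality. They were used to describe, rank or filter peaks, and the rule for named genes took the lower fold of the marked lines in some cases. Median folds are given only as a sign of the enrichment of a whole library. Fold values of different lines side by side at a peak show no change.

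Peaks on chromosomes 1 to 22 and X were kept, and those on other sequences were left out. No peak reached beyond a chromosome end of the GRCh38 sequence used here (0 peaks). Promoters were the transcription start sites (TSS) of 19962 protein-coding genes of GENCODE release 44, 19011 from MANE Select and 951 from Ensembl canonical transcripts, with 1 kb on each side. A promoter was marked if a peak overlapped it by at least 1 bp. It was gained in both sublines if marked in MCas1 and MCbs1 and unmarked in MCF71, and lost in both if the reverse held. Gained and lost thus name the presence of a peak in single libraries. Distal peaks were H3K4me1 peaks over 1 kb from any protein-coding TSS. Each peak was placed by its midpoint in a promoter, exon, intron or intergenic sequence. Chance overlap came from 20 shuffles of the subline peaks within their chromosomes. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.

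With 1 library per group there is no replicate error, so no test between lines was made and no p-value is given. Shares carry 95% Wilson intervals, which cover counting error only. For 15 gene lists, the net share of gained minus lost members was set beside 10000 random lists of equal size, matched on the MCF71 class of the promoter (unmarked, or 1 of 3 classes of fold enrichment). The range of matched random lists is the middle 95% of them, and the percentile describes these libraries alone. With 15 lists, 4 marks and 2 sublines, some net shares would lie outside their range by chance alone. The percentiles were not corrected for this. A net share equal to an end of the range was counted as within it. Random lists can tie at such a value, so its percentile can lie beyond the middle 95%. Both sublines were compared with the same MCF71 library, so their shared gains and losses were set beside 10000 draws from a model in which libraries differ in yield, promoters differ in strength and no promoter differs between lines. They were also set beside the overlap of independent lists. On simulated promoters with no difference, the observed gains were on average 0.991 times those of the model. When 200 gains in both sublines were added, only 39.6% of them stood out as an excess, because the yield terms take up the rest. An observed count near the model therefore does not show that no promoter differed.

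The rule for named genes was set before the data were examined. For H3K4me3 and H3K27me3 it took the 10 promoters gained in both sublines with the highest fold enrichment in the weaker subline, and the 10 lost in both with the highest in MCF71. For H3K27ac and H3K4me1 it took 6 of each. For H3K4me3 it took 4 gained and 4 lost in each subline alone, the gains by fold enrichment in that subline and the losses by the lower fold of the marked lines. It added up to 4 members of each list and mark gained or lost in both, and 9 genes that the study followed by RT-qPCR, western blot or, for IL1R1 and IL1RAP, RNA sequencing. Members of a list that differed in 1 subline alone, and RSAD2, are outside this rule and were chosen after their values were seen. The lists covered the IL-1 and NF-kB response, IL-1 receptor signalling, the estrogen response, luminal identity, basal and myoepithelial genes, epithelial-mesenchymal transition, cell cycle and DNA replication, steroid hormone metabolism, the interferon response, HOX genes, histone methylation and acetylation enzymes, housekeeping genes, immune, stromal and endothelial markers, neural markers, and the genes that the study followed.

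Alternatives set before the data were examined were a −log10 q of at least 5, peaks joined within 1 kb, covered length, reciprocal overlap of 50%, a promoter window or distance of 2.5 kb, any annotated TSS, and an equal number of top peaks per line. The last setting cut each line to the size of the smallest list of that mark. For H3K27ac it left 8959 of the 36528 MCF71 peaks. A loss that rested on a weaker MCF71 peak could not be called under it, so a missing call there does not argue against the loss. Each subline set against MCF71 without regard to the other, and peaks thinned to equal background, were added after the data were seen. Read totals per library were not used here. MACS2 computes its fold and p from a summit pileup and a background level, so both were solved from the deposited values. For H3K4me1 and H3K27me3 this gave whole-number pileups for 100% of peaks, with −log10 p matched within a share of 0.0001, and these peaks could be thinned. For H3K4me3 and H3K27ac the pileups were not taken as whole and only the most frequent background was solved. The most frequent background, divided by the shortest peak as a measure of fragment length, served as effective depth. It is the depth after any scaling during peak calling and not the number of reads sequenced. On simulated H3K27me3 peaks, pileups were recovered for 100% with a background error of 0. The differential binding analysis of the study was not repeated.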

Results

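Histone marks were profiled in MCF71 cells and in the MCas1 and MCbs1 chronic IL-1 sublines, all in normal medium, to ask whether past IL-1 exposure left differences in chromatin. The study reads H3K27me3 as a mark of silenced genes and H3K4me3 as a mark of active promoters. It reads H3K4me1 as a mark of active enhancers, and H3K27ac as a mark of both kinds of active site. The H3K4me3 lists held 26289 peaks in MCF71, 25383 in MCas1 and 22549 in MCbs1, and covered 35.9, 35.6 and 23.9 Mb. Their median width was 1113, 1185 and 909 bp. The most frequent background pileup was 1.55 to 1.586 in these 3 libraries, but the median fold enrichment was 30.8, 22.55 and 17.2, so weaker enrichment was not excluded as a source of the H3K4me3 losses in MCbs1. Each line contributed 1 library per mark, so every difference below is between single libraries and was not tested. There was also only 1 line per treatment. Effects of IL-1 therefore cannot be told apart from other differences that arose between the lines in culture. The study made another set of sublines, MCas2 and MCbs2, which are not among these samples.

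H3K27ac differed most between the lines. MCF71 had 36528 H3K27ac peaks over 29.0 Mb, MCas1 had 8959 over 3.76 Mb and MCbs1 had 12053 over 5.01 Mb. H3K27me3 went the other way, with 32470 peaks in MCF71, 45349 in MCas1 and 59722 in MCbs1, over 21.8, 35.0 and 54.6 Mb. H3K4me1 peaks numbered 73788, 78839 and 64528. Effective depth differed too. For H3K27ac it was 1.327 times that of MCF71 in MCas1 and 1.364 times in MCbs1, and for H3K27me3 it was 1.487 and 1.497 times.

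**Figure D1:**
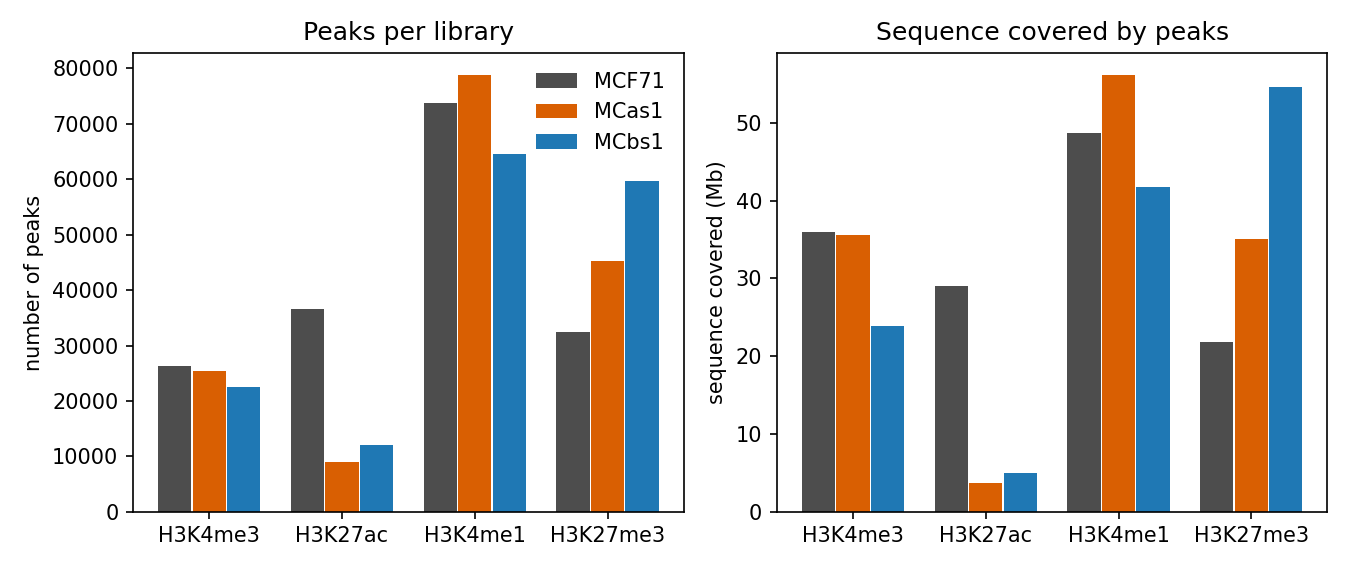
Number of peaks per library (left) and sequence they cover in Mb (right) for each histone mark (x axis) in MCF71, MCas1 and MCbs1, with 1 library per bar and no error bars. H3K27ac bars are lower in both sublines, at 8959 and 12053 peaks against 36528, and H3K27me3 bars are higher.

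Peaks of the sublines were compared with those of MCF71 to see which regions were shared. For H3K4me3, 87.0% of MCF71 peaks (95% interval 86.6% to 87.4%) overlapped a peak in MCas1 and 71.0% (70.4% to 71.5%) in MCbs1. For H3K27ac the shares were 18.6% (18.2% to 19.0%) and 24.5% (24.0% to 24.9%). In the reverse direction, 99.6% of MCas1 and 96.5% of MCbs1 H3K27ac peaks lay on an MCF71 peak. The H3K4me1 shares were 68.2% and 58.4%, and the H3K27me3 shares were 62.4% and 66.1%. No shuffle of the subline peaks overlapped more than 4.45% of MCF71 peaks. With equal numbers of top peaks, the H3K27ac shares were 66.9% in MCas1 and 68.4% in MCbs1.

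Promoters held the midpoint of 45.8% of H3K4me3 peaks in MCF71, 48.5% in MCas1 and 61.4% in MCbs1. H3K27ac peaks lay at promoters for 35.3% in MCF71, 65.7% in MCas1 and 66.1% in MCbs1, and in introns for 30.9%, 14.6% and 12.5%. H3K4me1 peaks were mainly intronic, at 50.6%, 51.5% and 51.7%. H3K27me3 peaks were mainly intergenic, at 56.6%, 57.2% and 60.5%. Of distal H3K4me1 peaks, 24.0% carried H3K27ac in MCF71 (23.7% to 24.4%), 2.09% in MCas1 (1.98% to 2.19%) and 2.74% in MCbs1 (2.61% to 2.88%). This drop and the shift of H3K27ac to promoters could both arise if mainly strong peaks were kept. In MCF71, 2547 of 3653 H3K27ac peaks in the top 10% by −log10 p lay at promoters, and 374 of 3489 in the bottom 10%. MCas1 kept 93.3% of the top and 0.344% of the bottom peaks, and MCbs1 95.8% and 0.401%. The distal share was not computed with equal numbers of top peaks.

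H3K4me3 was gained in both sublines at 16 promoters and lost in both at 122. The gains included EHD2, a membrane trafficking protein, TNFAIP2, a gene induced by TNF, the protocadherin gene PCDH10, the zinc finger gene ZNF264, and the growth factor binding protein gene IGFBP5. H2BC3 (next to H3C3), TMEM106A, ENSG00000272921, MKRN3 and TMEM98 completed the 10 with the highest fold enrichment. ZNF264 had 24.2-fold enrichment in MCas1 and 14.2-fold in MCbs1, and TMEM106A had 27.3-fold and 7.17-fold. The losses were led by ZNF593OS (next to ZNF593) with 58.7-fold enrichment in MCF71, ENSG00000257390 and LTC4S, which makes leukotriene C4, with 47.2-fold. THEG, INSRR (next to NTRK1), ASGR1, the protease inhibitor gene SERPINA3 with 21.1-fold, RNF183, CAPN8 and HOXB4 followed. In all, 13439 promoters were marked in MCF71, 13460 in MCas1, 12977 in MCbs1 and 12926 in all 3 lines.

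The promoter window decided several of these calls. With 2.5 kb on each side, 7 of the 10 named gains were still called, all but IGFBP5, PCDH10 and H2BC3, and so were 3 of the 10 named losses, SERPINA3, RNF183 and CAPN8. At IGFBP5, MCF71 had a peak inside the gene at 216691773 to 216694541 on chromosome 2, just beyond 1 kb from the TSS at 216695549. Of all gains and losses, 13 of 16 and 107 of 122 were also called with the wider window, and 12 of 16 and 64 of 122 with equal numbers of top peaks, when ENSG00000272921 and MKRN3 were not. The model with no difference gave 22.9 gains (95% of draws 14 to 32) and 129 losses (112 to 145), and independent lists would share 0.834 and 5.13. Part of the excess over independent lists may come from the shared MCF71 library.

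The genes that the study followed were examined whatever their values. EHD2 on chromosome 19 had no H3K4me3 peak at its TSS (47713422) in MCF71. A peak covered that TSS in MCas1, from 47712966 to 47714319 with 36.5-fold enrichment, and in MCbs1, from 47713339 to 47713772 with 8.30-fold enrichment. CPT1C, a carnitine palmitoyltransferase family member on the same chromosome, lies next to ADM5. The CPT1C window held a peak at 49689714 to 49690960 in MCas1 (15.4-fold) and at 49690122 to 49690367 in MCbs1 (5.46-fold), and none in MCF71. These peaks ended upstream of the TSS used for CPT1C, at 49691116. RASD1, a Ras-related gene, carried H3K4me3 in all 3 lines and H3K27ac in MCF71 alone (18.2-fold).

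The keratin gene KRT13 had no H3K4me3 peak in any line. Its promoter gained H3K4me1 in both sublines, with 6.12-fold and 5.27-fold enrichment, but not under the 2.5 kb window. ESR1, which encodes estrogen receptor alpha, carried H3K4me3 and H3K27ac in all 3 lines. PGR, the progesterone receptor gene, carried H3K4me3 in all 3 lines and H3K27ac in MCF71 and MCas1. The IL-1 receptor genes IL1R1 and IL1RAP carried H3K4me3 in all 3 lines and H3K27ac in MCF71 alone (8.51-fold and 10.2-fold). LCN2, an IL-1 response gene, had no H3K4me3 peak in any line, H3K4me1 in all 3 and H3K27ac in MCF71 alone (8.14-fold). Of these 9 genes, H3K4me3 marked 5 in MCF71 and 7 in each subline. The H3K27ac losses at IL1R1, IL1RAP and LCN2 were not called with equal numbers of top peaks, which cut their MCF71 peaks. Under that setting the net H3K27ac counts of the 9 genes went from −4 in MCas1 and −5 in MCbs1 to −1 and −2. The study chose CPT1C, EHD2, KRT13 and RASD1 on expression in these lines, so they are not independent evidence of a direction.

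The IL-1 and NF-kB response is the gene group closest to the treatment. H3K4me3 marked 22 of its 30 promoters in MCF71, 21 in MCas1 and 18 in MCbs1. CXCL8, which encodes interleukin 8, and the complement gene C3 lost it in both sublines, with 15.8-fold and 6.996-fold enrichment in MCF71, and TNFAIP2 gained it in both. In MCF71 the CXCL8 peak ran from 73740571 to 73743047 on chromosome 4, inside the gene. The chemokine genes CXCL1 and CCL2 and the prostaglandin synthase gene PTGS2 lost it in MCbs1. CXCL1 and PTGS2 also gained H3K27me3 in both sublines, with 9.29-fold and 7.18-fold enrichment at CXCL1 and 4.66-fold and 7.20-fold at PTGS2. H3K27me3 marked 2 of the 30 promoters in MCF71 and 4 in each subline, and IL6 lost it in MCas1. Its net shares, at percentiles 93.7 and 91.3, were within the range of matched random lists. The net H3K4me3 share was within the range of matched random lists, at percentile 17.9 in MCas1 and 3.32 in MCbs1, and the net counts of −1 and −4 were 0 and −2 with equal numbers of top peaks, when C3 was not called. At TNFAIP2, MCF71 had a peak further inside the gene, at 103126690 to 103127534 on chromosome 14, and the gain was not called when any annotated TSS counted.

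H3K27ac marked 15 of the 30 IL-1 and NF-kB response promoters in MCF71, 6 in MCas1 and 8 in MCbs1. The cytokine gene LIF (36.7-fold in MCF71), NFKB2 (17.8-fold), CXCL8 (12.3-fold) and IER3 (next to FLOT1, 12.2-fold) were lost in both sublines. Of these only LIF was called with equal numbers of top peaks, which cut the MCF71 peaks of the other genes. Under that setting the net counts were −3 in MCas1 and −1 in MCbs1, from −9 and −7. The main net shares, at percentiles 1.78 and 3.31, equalled the lower ends of the ranges of matched random lists (−30% and −23.3%) and did not fall outside them. Among 20 IL-1 receptor signalling genes, H3K4me3 marked 15, 15 and 14 promoters. The difference was SIGIRR in MCbs1, which was not called with the 2.5 kb window.

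**Figure D2:**
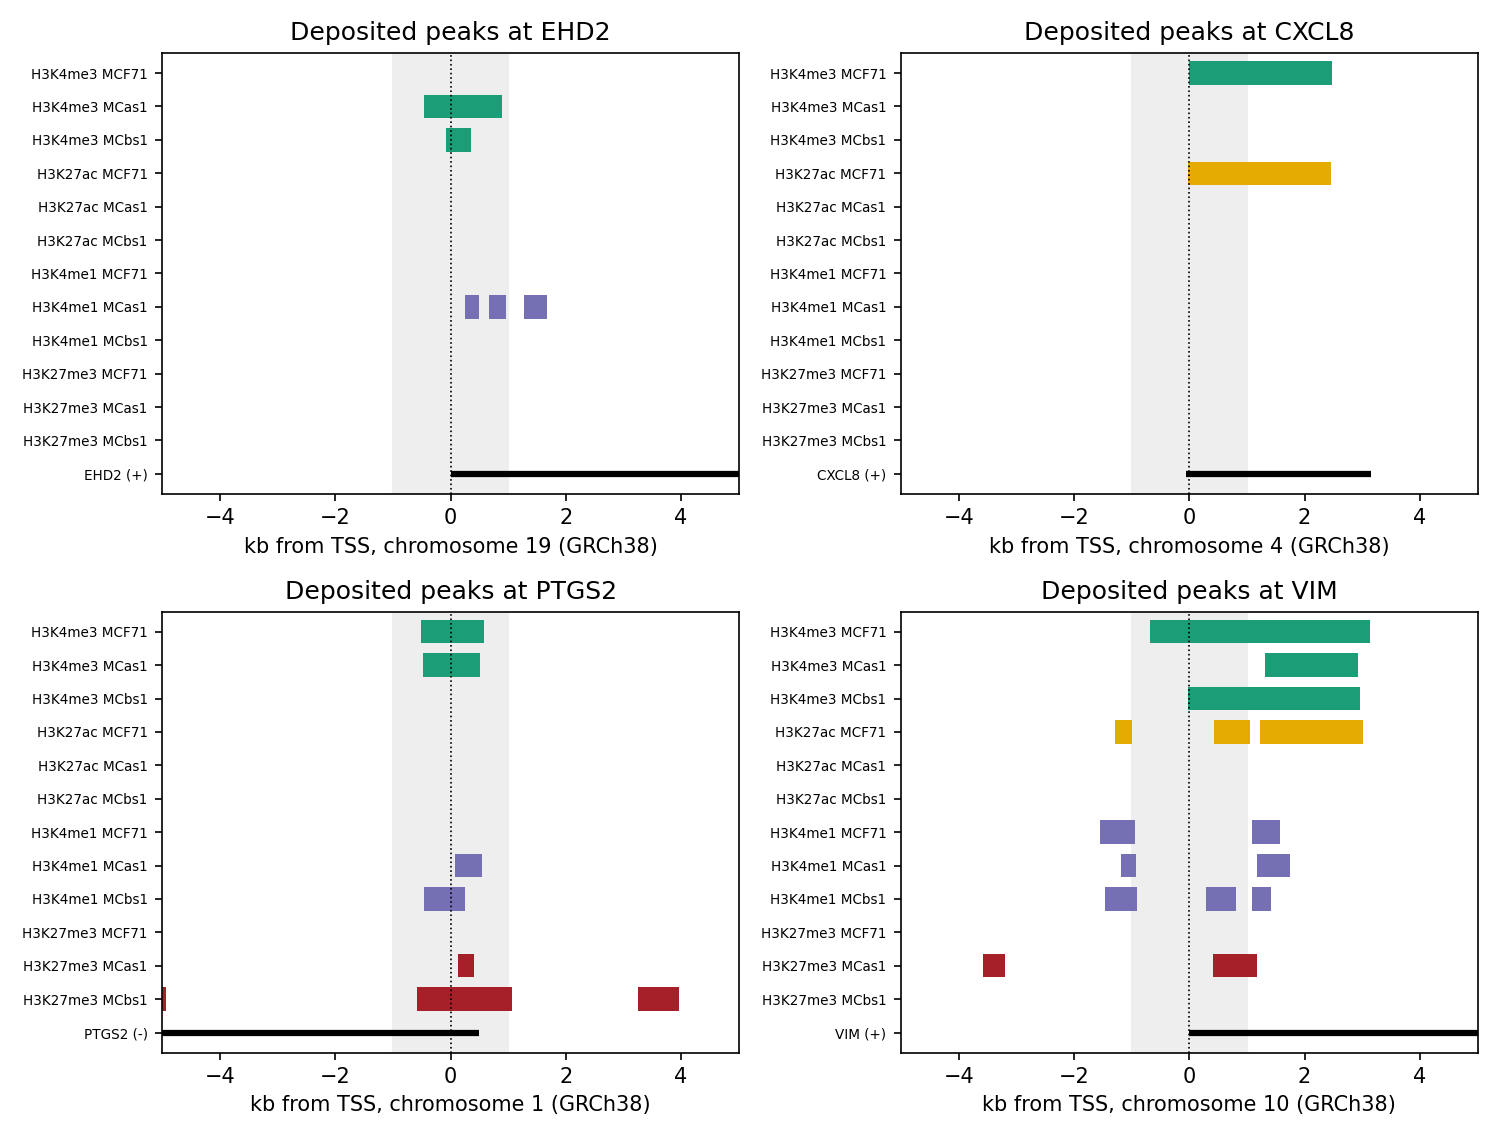
Deposited peaks (coloured bars, 1 line of bars per mark and cell line) within 5 kb of the TSS of EHD2, CXCL8, PTGS2 and VIM, with the gene as a black bar, its strand in parentheses and the 1 kb promoter window shaded; the x axis is the distance from the TSS in kb. H3K4me3 peaks stand at the EHD2 TSS in the sublines alone and at CXCL8 in MCF71 alone, and the VIM peak of MCas1 starts beyond the window.

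For the interferon response list, H3K4me3 marked 17 of 25 promoters in MCF71, 21 in MCas1 and 14 in MCbs1. IFI44L, MX1, OAS2 and PSMB8 gained it in MCas1, with 19.3-fold, 18.6-fold, 23.02-fold and 11.8-fold enrichment. IFI27, IFI44 and IFIT3, which had 6.85-fold, 4.77-fold and 11.6-fold enrichment in MCF71, lost it in MCbs1. All 7 were named because of their values. The IFI44L peak in MCas1 ran from 78620069 to 78622484 on chromosome 1 and covered the TSS at 78620448. The net share was at percentile 100 in MCas1 and 5.11 in MCbs1, and only that of MCas1 lay outside the range of matched random lists. These percentiles were not corrected for the number of lists and marks compared. The net counts of 4 and −3 were the same with the 2.5 kb window, and were 6 and −1 with equal numbers of top peaks. IFI44 and IFI44L had been seen in an expression table of the study before the list was set, so for these 2 genes the list is not independent evidence.

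H3K27ac marked 10 of the interferon promoters in MCF71, 8 in MCas1 and 3 in MCbs1, at percentiles 99.9 and 0.55. OAS2 gained it in MCas1, and OAS1, IRF7 and B2M (next to PATL2) lost it in both sublines. None of these 3 losses was called with equal numbers of top peaks, which cut their MCF71 peaks. Under that setting the net count turned from −2 to 3 in MCas1 and went from −7 to −3 in MCbs1. HLA-A, HLA-B and HLA-C had no peak of any of the 4 marks at their promoters on chromosome 6, but peaks on alternate sequences were left out, so this does not show that these genes were unmarked.

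**Figure D3:**
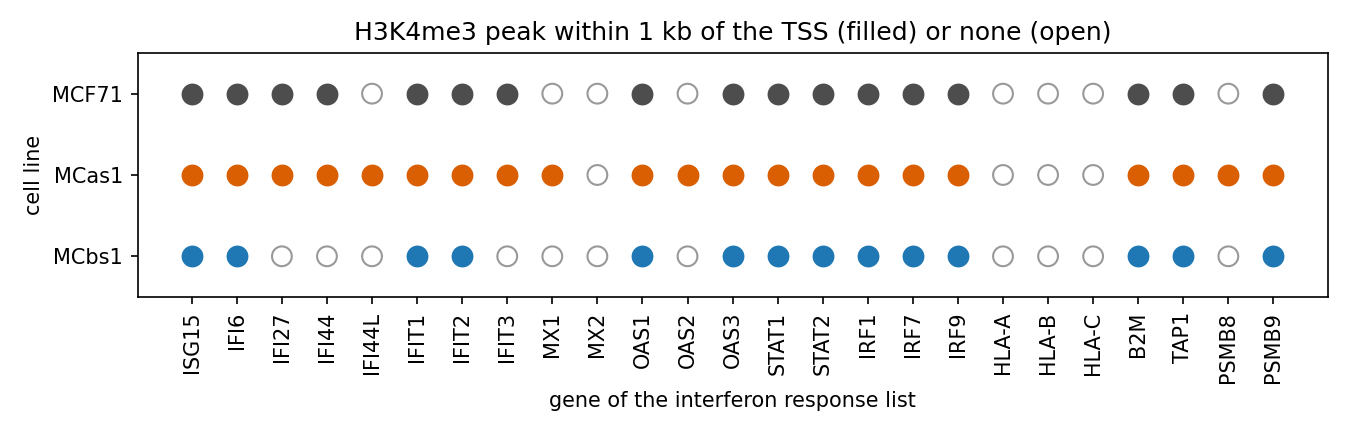
H3K4me3 at the 25 promoters of the interferon response list (x axis) in each line (y axis). Filled circles have a peak within 1 kb of the TSS and open circles have none: 17 are filled in MCF71, 21 in MCas1 and 14 in MCbs1.

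Each subline alone was compared with the other lines in the same way. MCas1 alone gained H3K4me3 at 144 promoters and lost it at 17, and MCbs1 alone gained it at 18 and lost it at 374. XAF1, a gene induced by interferon, led the MCas1 gains with 45.3-fold enrichment at 6755600 to 6758496 on chromosome 17, across its TSS. TMEM88, TNNC1 (next to NISCH) and ENSG00000284987 followed. The MCbs1 gains were led by the zinc finger genes ZSCAN18 (24.6-fold), ZNF717 and ZNF727, and by NALF1. By the lower fold of the marked lines, the MCas1 losses were led by GHDC, VIM, ZSCAN1 and SLITRK6, and the MCbs1 losses by TULP2 (next to NUCB1), ENSG00000267168, H2AB1 (next to F8A1) and SIGIRR. With the 2.5 kb window, XAF1 was the 1 of the 4 MCas1 gains still called, and 3 of its 4 losses, 3 of the 4 MCbs1 gains and 0 of its 4 losses were still called. At VIM, which encodes vimentin, MCas1 had a peak at 17229554 to 17231164 on chromosome 10, inside the gene and beyond 1 kb from the TSS at 17228241.

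H3K27me3 was gained in both sublines at 203 promoters and lost in both at 86. The gains were led by the immune receptor gene SIGLEC10 (8.97-fold in MCas1 and 9.27-fold in MCbs1), SFMBT2 (8.55-fold and 10.9-fold), BHLHE22, KLHL29, the netrin gene NTN4, GCSAML, the calcium channel subunit gene CACNG8, MARCHF11, IQSEC3 and DPYSL3. The losses were led by PAQR5 (7.82-fold in MCF71), the apelin gene APLN (7.66-fold), RNF145, ANP32E, NIM1K, the catenin gene CTNNA2, the glucagon receptor gene GCGR, ADCY1, RAD21L1 and RPRM. With the 2.5 kb window, 7 of the 10 named gains and 6 of the 10 named losses were still called. In all, 819 promoters were marked in MCF71, 1107 in MCas1 and 1205 in MCbs1. Independent lists would share 14.3 gains and 42.8 losses. The model with no difference gave 231 gains (211 to 251) and 114 losses (96 to 134). The observed 203 and 86 lay below both ranges, so they show no excess of shared change over this model. With equal numbers of top peaks there were 116 gains and 150 losses, so the balance between them turned.

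Epithelial-mesenchymal transition genes were among those with H3K27me3. It marked 5 of the 20 promoters in MCF71, 9 in MCas1 and 7 in MCbs1, at percentiles 100 and 98.5, uncorrected for the number of lists and marks. Only the net share of MCas1 lay outside the range of matched random lists. FN1, which encodes fibronectin, the transcription factor gene PRRX1 and the receptor kinase gene AXL gained it in both sublines, VIM gained it in MCas1, and SNAI1 lost it in MCbs1. The FN1 gain was not called with the 2.5 kb window. The net counts of 4 in MCas1 and 2 in MCbs1 were 3 and 1 with that window, and unchanged with equal numbers of top peaks. H3K4me1 marked 12 promoters in MCF71, 15 in MCas1 and 13 in MCbs1, and the net shares did not exceed the range of matched random lists. The net count in MCas1 was 1 with equal numbers of top peaks, from 3. FN1, SNAI2 and TGFB1 gained it in both sublines, FN1 and SNAI2 not with −log10 q of at least 5 and FN1 not with equal numbers of top peaks, and CDH2 and PRRX1 lost it in MCbs1. H3K4me3 marked 12, 11 and 12 of these promoters and H3K27ac 8, 0 and 0. ZEB1 (19.7-fold in MCF71), TGFB1, ITGA5 and SNAI1 led the H3K27ac losses. With equal numbers of top peaks none of these 4 was called, and the net counts went from −8 in each subline to 0. Neither subline had H3K27ac at any of these promoters, so this only shows that the MCF71 peaks there were cut. In other lists, the oxytocin receptor gene OXTR, HOXB8 and the collagen gene COL1A1 gained H3K27me3 in both sublines, HOXB8 not with the 2.5 kb window and COL1A1 neither with −log10 q of at least 5 nor with equal numbers of top peaks.

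H3K4me3 and H3K27me3 were found together at 530 promoters in MCF71, 706 in MCas1 and 497 in MCbs1, or 3.94% (3.63% to 4.29%), 5.25% (4.88% to 5.64%) and 3.83% (3.51% to 4.17%) of H3K4me3 promoters. Promoters with H3K4me3 and no H3K27me3 in MCF71, and the reverse in the subline, numbered 11 in MCas1 and 42 in MCbs1, out of 12909. PTGS2 and CXCL1 were among the 42, and VIM, INSRR and HOXB4 were among the 11. With the 2.5 kb window, the H3K4me3 losses of VIM in MCas1 alone and of INSRR and HOXB4 in both sublines were not called. MCas1 kept an H3K4me3 peak of 35.3-fold enrichment inside VIM. The opposite switch, from H3K27me3 to H3K4me3, was seen at 1 promoter in MCas1, that of SOX5, and at 0 in MCbs1. Only 289 promoters carried H3K27me3 alone in MCF71, so these counts show no preferred direction. These genes, apart from those named above, were chosen after their values were seen.

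H3K4me1 was gained at 872 promoters in both sublines and lost at 745. The gains were led by ASS1, which makes argininosuccinate, LIN37, PIH1D1 (next to ALDH16A1), HOXC10 (next to ENSG00000273049), TMEM43 (next to CHCHD4) and CHMP5 (next to BAG1). The losses were led by the integrin gene ITGA3, ENSG00000284626 and GDPGP1 (both next to CIB1), AHCY, CTCFL and KIF20A (next to BRD8). With the 2.5 kb window, 0 of the 6 gains and 0 of the 6 losses were still called, and so were 464 of all 872 gains and 298 of all 745 losses. In all, 6568 promoters were marked in MCF71, 7755 in MCas1 and 6037 in MCbs1. The model with no difference gave 901 gains (854 to 949) and 774 losses (728 to 821), and independent lists would share 265 and 362.

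The HOX genes, which pattern the body axis, carried H3K4me1 at 7 of 39 promoters in MCF71, 20 in MCas1 and 10 in MCbs1, at percentiles 99.9 and 69.7. Many HOX genes are close neighbours, such as HOXB6 and HOXB7 with TSSs at 48604986 and 48611017 on chromosome 17. Random lists were not matched on this, so their range may be too narrow for this list. HOXC10, HOXB6, HOXB7 and HOXA1 gained it in both sublines, and HOXB7 and HOXA1 were also called with the 2.5 kb window. The net counts of 13 and 3 were 8 and 0 with that window. H3K27me3 marked 2, 6 and 2 of these promoters, at percentiles 99.6 in MCas1 and 30.6 in MCbs1. Only its net share in MCas1 lay outside the range, with the same limit. Its net counts of 4 and 0 were 2 and −1 with equal numbers of top peaks and 3 and −2 with the 2.5 kb window. Genes of the IL-1 and NF-kB response carried H3K4me1 at 11, 17 and 12 of 30 promoters, and PTGS2 and BCL3 gained it in both sublines, BCL3 not with the 2.5 kb window.

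H3K27ac was lost in both sublines at 4107 promoters and gained in both at 2, those of the kallikrein gene KLK11 and the histone gene H3C3 (next to H2BC3). The losses were led by SPACA6 (72.4-fold in MCF71), SLC35G6 (next to ZBTB4), the plectin gene PLEC, ENSG00000258989, APBA3 (next to MRPL54) and PIH1D1. With the 2.5 kb window, 0 of these 6 losses were still called, whereas 4002 of all 4107 were. In all, 11528 promoters were marked in MCF71, 5286 in MCas1 and 7055 in MCbs1. The model with no difference gave 4106 losses (4098 to 4114), and independent lists would share 2433. Few promoters were marked in MCas1 alone (4) or in MCbs1 alone (14), so the yield terms of the model can return nearly all 4107 losses. The match therefore does not show whether H3K27ac differed between the lines. With equal numbers of top peaks there were 110 gains and 826 losses, of which 512 were among the 4107.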

Values the study reported

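The study overlaid H3K4me3 differential binding on genes differentially expressed in both MCas1 and MCbs1, of which 881 were basally high and 536 basally low. It reported that 14 basally high genes, CPT1C and EHD2 among them, were enriched for H3K4me3, and that 17 basally low genes had less of it. The overlay took in untranslated regions, the promoter and the gene body, a wider region than the 1 kb window used here. RNA sequencing was done much sooner after IL-1 than ChIP. The study names this lapse as a likely reason that genes differed in expression or in H3K4me3 but not in both. Differential peaks were those with a log2 fold change of at least 1.0 or at most −1.0 and a p-value of at most 0.05. The lines had been kept in normal medium for 2.5 years before ChIP, for 71 passages of MCF71, 71 of MCas1 and 73 of MCbs1.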

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

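In 5 measures MCas1 and MCbs1 lay on opposite sides of MCF71. None of these differences was tested, since each line has 1 library. The number of promoters with H3K4me3 differed from MCF71 by 21 in MCas1 and by −462 in MCbs1. The net H3K4me3 count of the interferon response list was 4 in MCas1 and −3 in MCbs1. H3K4me1 peaks relative to MCF71 were 1.068 in MCas1 and 0.8745 in MCbs1, and the sequence they covered was 1.155 and 0.8586. The number of promoters with H3K4me1 differed by 1187 and by −531.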

How the results depend on the processing

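Each subline set against MCF71 without regard to the other and the thinning to equal background were added after the data were seen. Of the 125 values of the main results under an alternative, 79 stayed within 1.5 times or their counting interval, 46 moved and 0 reversed. Counts and shares cannot change sign, so the absence of reversals says little about them. The balance of H3K27me3 gains and losses did turn, from 203 and 86 to 116 and 150 with equal numbers of top peaks. All 24 counts of the genes named by fold enrichment stayed within 1.5 times under a −log10 q of at least 5 and equal numbers of top peaks. These genes were picked for high fold enrichment, so passing both filters was largely fixed in advance. With the 2.5 kb window, 0 of 6 H3K27ac losses, 0 of 6 H3K4me1 gains and 0 of 6 H3K4me1 losses were still called. For gains and losses in both sublines, it was 7 and 3 of 10 for H3K4me3 and 7 and 6 of 10 for H3K27me3. Of the H3K27ac losses named from the lists, only LIF, HSD17B7 and RASD1 were called with equal numbers of top peaks, which cut the MCF71 peaks of the others. No paired analysis was possible because each line has 1 library per mark and the results come from no test. The cause of each move was not tested unless the setting itself shows it. By covered length, the H3K27ac ratio to MCF71 was 0.130 in MCas1 and 0.173 in MCbs1. With reciprocal overlap of 50%, the shares of MCF71 peaks found in MCas1 and MCbs1 were 81.9% and 55.6% for H3K4me3, 2.48% and 4.68% for H3K27ac, 39.8% and 35.0% for H3K4me1, and 23.7% and 20.2% for H3K27me3. With −log10 q of at least 5 they were 17.3% and 23.1% for H3K27ac, 67.7% and 56.6% for H3K4me1, and 66.7% for H3K27me3 in MCbs1, and the distal H3K4me1 share with H3K27ac was 1.84% in MCas1 and 2.44% in MCbs1. With equal numbers of top peaks they were 91.2% and 81.8% for H3K4me3, 66.9% and 68.4% for H3K27ac, 64.8% and 61.7% for H3K4me1, and 54.6% and 53.4% for H3K27me3. Under that setting, promoters gained in both sublines numbered 25 for H3K4me3, 110 for H3K27ac and 116 for H3K27me3, and those lost in both 826 for H3K27ac and 150 for H3K27me3. Against MCF71, whatever the other subline, gains of MCas1 numbered 160 for H3K4me3, 6 for H3K27ac, 2354 for H3K4me1 and 484 for H3K27me3, and its losses 6248 for H3K27ac, 1167 for H3K4me1 and 196 for H3K27me3. Gains of MCbs1 numbered 34, 16, 1506 and 565 in the same order of marks, and its losses 496 for H3K4me3, 2037 for H3K4me1 and 179 for H3K27me3. These exceed the counts for both sublines by construction. The net H3K4me3 count of the interferon list was 6 in MCas1 and −1 in MCbs1 with equal top peaks. Among 236 other gene list values, 119 stayed the same, 106 moved and 11 reversed. Reversed with equal top peaks were the net counts of the estrogen list for H3K4me3 in MCas1 (−1), and for H3K27ac those of the cell cycle list (5 in MCas1, 8 in MCbs1), the histone enzyme list (1 and 4) and the interferon list in MCas1 (3). Reversed with the 2.5 kb window were the H3K4me1 net counts of IL-1 receptor signalling (1) and the estrogen list (−2) in MCbs1, the cell cycle list (5 in MCas1, 1 in MCbs1) and the histone enzyme list in MCas1 (−1).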

Other observations

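Of the tests below, those of depth for H3K27ac, of covered length for H3K27me3 and of exchange between marks were chosen after the results were seen. H3K4me3 marked most growth and luminal genes in every line. All 28 cell cycle and DNA replication genes, 25 histone enzyme genes and 15 housekeeping genes carried it in every line. Of 20 luminal identity genes 19 carried it in each line, and of 20 basal and myoepithelial genes 9 did. Of 25 estrogen response genes, 23 carried it in MCF71, 24 in MCas1, which gained GREB1, and 22 in MCbs1, which lost PDZK1. The net estrogen response count in MCas1 was −1 with equal numbers of top peaks. Steroid hormone metabolism genes were marked at 16, 16 and 13 of 24 promoters, HSD17B1, SULT1A1 and AKR1C1 being lost in MCbs1. HOX genes were marked at 24, 24 and 22 of 39 promoters. Markers of immune, stromal and endothelial cells were marked at 4, 4 and 2 of 15 promoters and neural markers at 5, 5 and 3 of 15. The steroid, immune and neural net shares in MCbs1 lay at the lower ends of the ranges of matched random lists and not outside them. This library lost H3K4me3 at 496 promoters and gained it at 34. The net counts of these lists were −1, −1 and −2 with equal numbers of top peaks.

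RSAD2, an antiviral gene induced by interferon and chosen after its values were seen, carried H3K4me3 in MCF71 (26.0-fold enrichment) and MCas1 (13.9-fold). In MCbs1 it had H3K27me3 (5.61-fold) and no H3K4me3 peak. Cell cycle and DNA replication genes carried H3K27ac at 28 promoters in MCF71, 18 in MCas1 and 22 in MCbs1. Their net shares were at percentiles 99.5 and 99.3, so matched random lists lost more. Their net counts were 5 and 8 with equal numbers of top peaks.

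The first pattern was the lower number of H3K27ac peaks in both sublines, for which lower effective depth in peak calling is argued against, since it was 1.327 times that of MCF71 in MCas1 and 1.364 times in MCbs1. Weaker enrichment remains open, since peaks in the top 10% of MCF71 by −log10 p were kept at 93.3% in MCas1 and 95.8% in MCbs1 and those in the bottom 10% at 0.344% and 0.401%. A real drop of acetylation at all sites would give the same gradient, so the biological explanation was not separated from it. Whether promoter and other peaks of equal strength were lost alike was left undecided by mean differences of 3.04 points in MCas1 and 9.16 points in MCbs1, which the weaker deciles, with few peaks kept, hold near 0. In the ninth decile, looked at afterwards, promoter peaks were kept at 64.2% and 82.9% and other peaks at 47.0% and 59.9%. In the tenth, promoter peaks were kept at 95.9% and 98.15% and other peaks at 87.25% and 90.4%. In the eighth it was 24.2% and 54.9% against 17.9% and 27.85%. In the seventh, MCas1 kept 6.90% of promoter and 7.14% of other peaks, the reverse order, and MCbs1 27.9% and 10.8%.

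The second pattern was the higher number of H3K27me3 peaks in both sublines. After thinning to equal background pileup, the ratio of peaks to MCF71 was 1.28 in MCas1 and 1.58 in MCbs1. The shortest peak, which sets effective depth, was 292 bp in MCF71, 259 bp in MCas1 and 284 bp in MCbs1. Equal pileup thus left MCas1 deeper than MCF71 by that measure, so greater depth was not excluded as the whole cause there. In MCbs1 the ratio argues against greater depth as the whole cause. Before thinning the ratios were 1.397 and 1.839, so part of the difference goes with depth. Cutting the same sequence into more peaks as the whole cause is argued against by a covered length of 1.604 times that of MCF71 in MCas1 and 2.502 times in MCbs1, and by ratios of 1.255 and 1.645 after joining peaks within 1 kb, but these were not thinned, so cutting and depth together were not excluded. A difference in yield of the immunoprecipitation was not tested, and a wider spread of H3K27me3 after chronic IL-1 stays open as a hypothesis.

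The third pattern was a shift of peaks between chromosomes, and the largest log2 changes in the share of H3K27me3 peaks were on chromosomes X (1.18), 13 (1.13), 19 (0.92), 22 (0.79) and 11 (0.60) in MCbs1 and 19 (0.65), 13 (0.41) and 8 (−0.38) in MCas1. The H3K4me1 changes on the same chromosomes were 0.17, 0.76, 0.35, 0.34 and 0.05 in MCbs1 and 0.30, 0.29 and −0.35 in MCas1. An exchange between these marks along whole chromosomes would give opposite changes. The changes of both marks instead correlated positively over 23 chromosomes. Pearson's r was 0.743 in MCas1 and 0.686 in MCbs1, and Spearman's rho was 0.600 and 0.565. A copy number difference could move both marks together and hide an exchange, so this does not decide the question. Exchange at single sites was not part of this test. Copy number differences between the lines may contribute, as the recovered control background correlated with the H3K27me3 change at r of 0.331 in MCas1 and 0.526 in MCbs1 (rho 0.160 and 0.490), and with the change of H3K4me1, whose peaks it was recovered from, at 0.468 and 0.775. The H3K27me3 value in MCas1 lies between the bounds set beforehand, which keeps copy number open. Chromosomes are not replicates, and no biological explanation other than the exchange was tested.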
